A study of Mus musculus with 6 samples. Its data were reported in "Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs" (2022).

How the data were processed

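RNA from sorted lung endothelial cells (ECs) of 6 samples was profiled on Affymetrix mouse whole-genome arrays, 1 array per sample. Samples were grouped by the liposome treatment in their labels, with 3 arrays of PBS-liposome-treated mice and 3 arrays of clodronate-liposome-treated mice. Per the labels, the cells were collected by flow cytometry as CD31-positive cells after exclusion of other cell types by negative markers. The study's methods name CD45, CD11b, EpCAM, CD140a, CD140b and the tumor cells' GFP as those negative markers.

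The deposited table held log2 signals that the authors had made from the scanner files by robust multiarray averaging, a procedure that corrects background, equalizes the arrays' distributions and combines the probes of each probe set. The sorted values of the 6 arrays differed by at most 0.056, and every array had a median of 8.13. These values were used as deposited. Background correction and normalization could not be repeated because the scanner files were not used here.

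The table held 45101 probe sets. The 64 control probe sets of the array manufacturer were set aside, and the other 45037 were tested without a filter on low signal. Symbols came from the platform annotation in the box, which gave 34945 of the tested probe sets 1 gene symbol, 932 several and 9160 none. Of those with 1 symbol, 34754 were found by gene identifier in a RefSeq gene table of assembly GRCm38.p6, which changed 0 symbols. Each of 18193 genes was represented by the probe set with the highest mean over all arrays among those annotated to that gene alone. More than 1 such probe set existed for 9010 genes, and other probe sets are given for genes whose value is printed where they differed in sign or by more than 2-fold in the size of the log2 difference. Neither the table nor the annotation gave coordinates, so genes are identified by symbol. A small number of genes are not reported here.

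Differences were computed as clodronate-liposome minus PBS-liposome with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate), following the empirical Bayes comparison between groups in the study's methods. P values were adjusted by the Benjamini-Hochberg procedure over the 45037 probe sets, with a threshold of 0.05. The fit had 4 residual and 3.90 prior degrees of freedom. The number of arrays, 3 per group, limits the precision of every value. The labels call the replicates biological but do not say how many mice each one holds.

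Gene lists were tested with camera (limma, two-sided, preset inter-gene correlation 0.01), which asks whether the genes of a list shifted relative to all other genes, and p values were adjusted over 36 lists. Camera was repeated with the inter-gene correlation estimated from the data. The rotation test fry, which asks whether the genes of a list move one way on balance without comparing them with other genes, was a further alternative. Counts of changed members were taken over all probe sets and again adjusted over the list alone. Per-gene z-scores were averaged per array and compared by a two-sided exact permutation test, whose smallest possible p with 3 arrays against 3 is 0.1.

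The lists were the study's 58 genes of secreted proteins induced in metastasis-associated ECs (GSP58), its EC inflammation and EC proliferation signatures, and its 4 niche genes. The study chose all of them outside these 6 arrays. The remaining lists covered interferon, NF-kB, STAT3, complement, MHC class II, stress, hypoxia, cholesterol, cell cycle and matrix genes, the subtypes of lung ECs, VEGF and tip cell genes, and markers of the other cell types that a CD31-positive gate can hold. Lists, tests, alternatives and the rule for naming genes were fixed before the data were examined. That rule took the niche genes, the 12 genes with the largest decrease and the 12 with the largest increase among genes past the threshold whose groups did not overlap (looser limits would have applied had fewer than 12 passed), and, for each list described, up to 5 members with the smallest p plus Pecam1, Cdh5, Adgre1, Csf1r, Ptprc, Epcam and Mki67 where needed. The 3 gene lists and the settings added after the data had been seen are identified as such where they are used.

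The same steps were tested on simulated data in which 200 of the 45037 probe sets were changed. At a log2 change of 0.5, 3 of 67 were recovered (4.48%), at 1, 39 of 67 (58.2%), and at 2, 63 of 66 (95.5%), with 8 unchanged probe sets among the calls (7.08% of all calls). A simulated list of 50 genes shifted by -0.5 gave a camera p of 1.27e-72 and an unchanged list a p of 0.994. The 1 unchanged list gives no rate of false calls, in particular for lists whose genes correlate above the preset 0.01. That estimate was 0.50 for the type I interferon list. These recoveries hold for this comparison only.

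Alternatives covered a filter on low signal, a second quantile normalization, median centring, the replicate number as a block, a trended and robust variance prior, array weights, averaging of probe sets, the most variable probe set per gene, other thresholds, lists without overlapping members and leaving out each array in turn. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.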

Results

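Gene expression was measured in lung ECs of mice with breast cancer metastases after macrophages had been targeted or left in place. The animals were NSG mice, an immunodeficient strain without T, B and natural killer cells. Metastases had grown from MDA-MB-231-LM2, a human breast cancer line selected for growth in the lung. Liposomes filled with clodronate, which kills the phagocytes that ingest them, or with PBS were given on days 14, 16 and 18 after tumor cell injection, and lungs were collected on day 20. Each group held 3 arrays. Pearson correlations over all probe sets, which are not independent replicates, were 0.989 to 0.991 among PBS-liposome arrays, 0.986 to 0.990 among clodronate-liposome arrays and 0.985 to 0.988 between the groups. The first principal component carried 31.9% of the variance, with PBS-liposome arrays at -24.7, -22.5 and -20.3 and clodronate-liposome arrays at 34.8, 7.35 and 25.3.

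The comparison of both groups asked which genes of metastasis-associated ECs depend on macrophages, and whether secreted niche factors are among them. Interferon-induced genes were lower after clodronate-liposome treatment. With an estimated inter-gene correlation, camera did not call the list of type I interferon genes (adjusted p = 0.122) but called that of interferon gamma genes (0.0264). Irf7, the transcription factor that amplifies type I interferon responses, fell from 11.93 ± 0.17 to 9.83 ± 0.29 (log2 signal, mean ± SD, n = 3 per group), 4.28-fold lower (adjusted p = 0.00687). Cxcl10, a chemokine that attracts activated lymphocytes, fell from 10.90 ± 0.057 to 9.37 ± 0.14 (adjusted p = 0.00636), and Lama1, a laminin chain and niche gene, fell from 9.90 ± 0.26 to 8.79 ± 0.15 (adjusted p = 0.0355). Slc40a1, the iron exporter ferroportin, rose from 9.54 ± 0.19 to 11.50 ± 0.054, 3.90-fold higher (adjusted p = 0.00636). The endothelial genes Pecam1 and Cdh5 had differences of 0.07 (SE 0.094) and 0.09 (SE 0.12) on the log2 scale. With 1 array left out they ranged from 0.034 to 0.119 and from 0.025 to 0.190.

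Across the array, 138 of 45037 probe sets passed the threshold (0.306%), 107 lower and 31 higher after clodronate-liposome treatment. With the replicate number as a block, a planned setting, 0 passed (smallest adjusted p = 0.0507). In the fit without a block, 79 genes passed by their brightest probe set, 63 lower and 16 higher. In all 79 the 3 arrays of one group lay above the 3 of the other. Over all probe sets tested, groups were separated in this way for 7208 (16.0%), where chance gives 10%. Of these, 3619 were lower and 3589 higher. At adjusted p under 0.25 limma gave 833 lower and 846 higher, and at unadjusted p under 0.05 2373 and 2491. The excess of decreases was not seen at these 2 looser limits. Differences exceeded 1 on the log2 scale in 46 of the 79 genes, of which 40 were lower and 6 higher. Of the 63 lower genes, 23 belonged to either of the 2 interferon lists described below. Leaving out 1 array gave 15, 6 and 16 probe sets without PBS-liposome replicates 1, 2 and 3, and 33, 73 and 23 without clodronate-liposome replicates 1, 2 and 3. The limma count was 43 with the 3' minus 5' signal of control transcripts as a covariate, 0 (4710 at unadjusted p under 0.05) with the hybridization controls as a covariate, and 0 (3964) with clodronate-liposome replicate 2 as the only treated array, settings added after the data had been seen.

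The 12 largest decreases were in Ifit1bl1 (-2.25), Irf7 (-2.10), Ifit1 (-2.08), Oasl1 (-2.05), Iigp1 (-1.98), Mx1 (-1.97), Oas2 (-1.93), AA467197 (-1.91), Usp18 (-1.88), Ifit3 (-1.77), Gm4951 (-1.70) and Slfn2 (-1.69), all log2 differences with adjusted p between 0.00636 and 0.0374. Irf7, Ifit1, Oasl1, Mx1, Oas2, Usp18 and Ifit3 are members of the type I interferon response list, which holds antiviral effectors and regulators of interferon signaling. All 29 measured members of this list were lower, 19 of them past the threshold over all probe sets and all 29 when adjusted over the list alone, with a median log2 difference of -1.24. The list fell relative to other genes (camera adjusted p = 2.07e-51), with adjusted p = 0.122 when the inter-gene correlation was estimated and 0.00622 by fry. The protein kinase gene Eif2ak2, which halts translation on sensing double-stranded RNA, fell by 1.14 and the antiviral GTPase gene Mx2 by 1.44. Mean z-scores of the list were 0.87 in PBS-liposome and -0.87 in clodronate-liposome arrays (exact permutation p = 0.1).

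Genes induced by interferon gamma, with those of MHC class I antigen presentation, also fell as a list (22 measured, camera adjusted p = 1.13e-19). This was the only one of the 36 lists that kept its call with an estimated correlation (adjusted p = 0.0264). Its median log2 difference was -0.48, with 4 members lower over all probe sets, and 14 lower and 0 higher when adjusted over the list alone. Those 4 were Cxcl10 (-1.53), Cxcl9 (-1.60), the MHC class I regulator Nlrc5 (-1.14) and Cd274 (-1.10), which encodes the checkpoint ligand PD-L1. A second, dimmer probe set of Cxcl9 differed by -0.49. MHC class II genes, 6 measured, had a median of 0.17 (0.04 to 0.29 with 1 array left out) and did not pass (camera adjusted p = 0.176), although without PBS-liposome replicate 3 or clodronate-liposome replicate 1 they did (adjusted p = 0.00198 and 0.0133, higher).

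**Figure D1:**
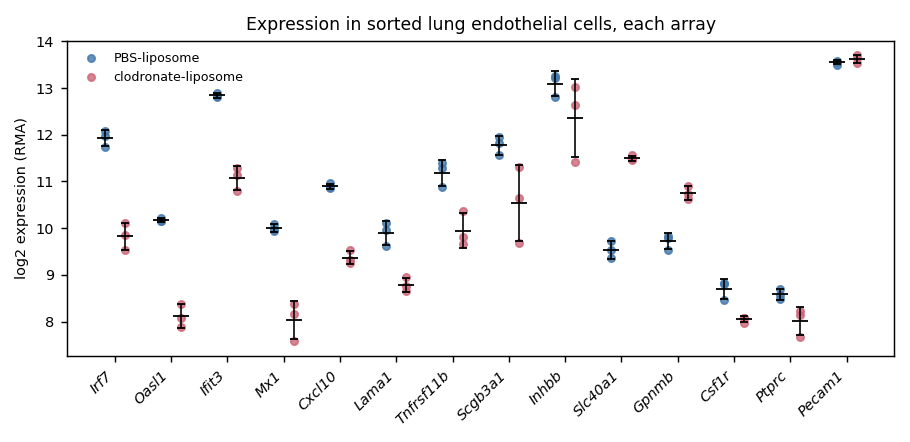
Log2 signal (vertical axes) of 14 genes on the 3 PBS-liposome and 3 clodronate-liposome arrays, with each dot an array and black marks the mean ± SD. Irf7, Oasl1, Ifit3, Mx1, Cxcl10 and Lama1 lay lower on every clodronate-liposome array and Slc40a1 and Gpnmb higher, while Pecam1 differed by 0.07.

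The niche genes are 4 secreted factors that the study follows as endothelial supporters of metastasis. They fell as a list (camera adjusted p = 1.94e-05), with adjusted p = 0.262 when the correlation was estimated and 0.0518 by fry. Lama1 passed over all probe sets, with a log2 difference of -1.10 (SE 0.15, 95% confidence interval -1.45 to -0.76). When adjusted over the list alone 3 of the 4 passed, namely Lama1, Tnfrsf11b and Scgb3a1. Tnfrsf11b, which encodes the decoy receptor osteoprotegerin, differed by -1.24 (SE 0.21, adjusted p = 0.0716 over all probe sets). Scgb3a1, a secreted secretoglobin, differed by -1.23 (SE 0.36, adjusted p = 0.247) and Inhbb, an activin subunit, by -0.74 (SE 0.37, adjusted p = 0.534). The SD of Scgb3a1 and Inhbb was 0.82 and 0.84 in clodronate-liposome arrays against 0.20 and 0.26 in PBS-liposome arrays, and without clodronate-liposome replicate 1 their differences were -0.79 and -0.27. Lama1 did not pass over all probe sets once any 1 of the 6 arrays was left out.

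GSP58, of which 53 genes were measured, fell as a list (camera adjusted p = 5.48e-07), with adjusted p = 0.297 when the correlation was estimated and 0.0856 by fry. Its median log2 difference was -0.34, and -0.20 without PBS-liposome replicate 3. Over all probe sets 3 members were lower and 0 higher, and adjusted over the list alone 14 were lower and 2 higher. By their brightest probe sets the 3 were Cxcl10, Cxcl9 and Lama1. Dimmer probe sets of the members C1qtnf1 (-0.95, adjusted p = 0.0312) and Adgrg1 (-0.90, adjusted p = 0.0352) passed as well. The growth factor gene Pdgfc (-1.16) and the secreted scavenger receptor-like gene Lgals3bp (-0.78) were among the 14, and the matrix gene Col15a1 (0.65) and the apelin gene Apln (0.40) were the 2 higher ones. Mean z-scores were 0.30 and -0.30 (exact permutation p = 0.1). The 12 measured members fixed beforehand as a myeloid part, genes typical of myeloid cells, had a median of 0.02 (-0.11 to 0.04 with 1 array left out) while the test pointed lower (camera adjusted p = 0.695), with Mmp13 at -1.76 (SE 0.45, adjusted p = 0.196).

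The EC inflammation signature fell as well (66 measured, camera adjusted p = 8.88e-09), with adjusted p = 0.122 when the correlation was estimated and 0.00924 by fry. Its median log2 difference was -0.15. Over all probe sets 5 members were lower and 0 higher, and adjusted over the list alone 13 were lower and 1 higher. The 5 were Cxcl10, Cxcl9, Irf7, Eif2ak2 and Myc (-1.37), the last a growth-promoting transcription factor. The 1 higher gene was Slc7a1, an arginine transporter, at 0.62, named here after its values had been seen. Its myeloid part, 11 measured genes, had a median of -0.09 (-0.19 to -0.08 with 1 array left out) and did not pass (camera adjusted p = 0.0883). It passed, lower, without PBS-liposome replicate 1 (adjusted p = 0.0373) and without the dimmer part of the array (adjusted p = 0.0416, median -0.39).

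The EC proliferation signature did not pass (130 measured, median 0.04, camera adjusted p = 0.231). Myc fell, being the 1 member lower both over all probe sets and adjusted over the list alone, with 0 higher. Mki67, a marker of cycling cells, differed by -0.02 (SE 0.25), and by -0.34 to 0.19 with 1 array left out. Core cell cycle genes, 32 measured, had a median of 0.09 (camera adjusted p = 0.200). Mean z-scores of the signature were -0.96, 0.17 and 0.60 in PBS-liposome replicates 1, 2 and 3. The signature was lower without replicate 1 of that group (adjusted p = 0.00702) and higher without replicate 2 (0.0277) or 3 (0.000283), and core cell cycle genes likewise gave adjusted p = 1.68e-05, 0.0104 and 2.99e-05.

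Further inflammatory lists fell by camera, each without passing when the correlation was estimated. The acute phase and STAT3 list (15 measured, median -0.31, adjusted p = 3.66e-04; 0.122 with an estimated correlation) had 1 member lower over all probe sets and 5 lower when adjusted over the list alone. Lrg1, a secreted glycoprotein induced by inflammatory cytokines, fell by 1.60, and the other 4 were Bcl3 (-1.06), the oncostatin M receptor gene Osmr (-0.72), Pim1 (-0.39) and Stat3 (-0.31, with another probe set at -0.11). The NF-kB and TNF list (26 measured, median -0.11, adjusted p = 0.00673; 0.339 with an estimated correlation) had 1 member lower over all probe sets and 3 when adjusted over the list alone, namely Selp, Bcl3 and Tnfrsf9 (-0.85, with dimmer probe sets at -0.13 and -0.10). This list did not pass without PBS-liposome replicate 1 (median -0.058, adjusted p = 0.0728) or by fry (adjusted p = 0.110). Venous endothelial genes (8 measured, median -0.11, adjusted p = 0.0257; 0.262 with an estimated correlation) had 2 members lower over all probe sets and over the list alone. These were Ackr1, an atypical chemokine receptor of venules (-1.36, adjusted p = 0.0144), and Selp, the leukocyte adhesion receptor P-selectin (-1.03, adjusted p = 0.0428). The venous list did not pass without PBS-liposome replicate 1 (adjusted p = 0.0682) or clodronate-liposome replicate 2 (0.0861), with the replicate number as a block (0.0538) or with the most variable probe set per gene (0.0506).

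**Figure D2:**
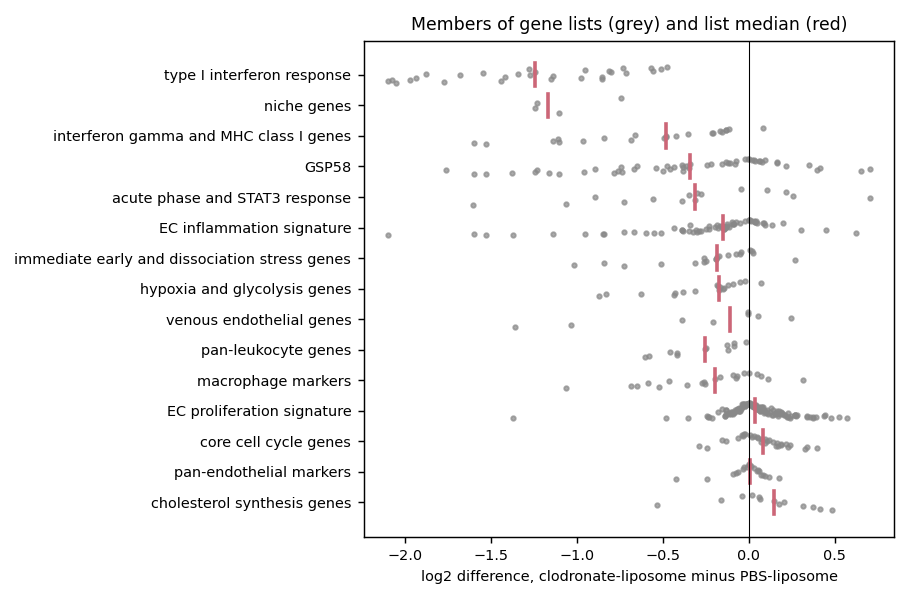
Log2 differences, clodronate-liposome minus PBS-liposome, of the measured members of 15 gene lists, with each grey dot a gene and the red mark the list's median. The median was -1.24 for the type I interferon response, -0.34 for GSP58, 0.04 for the EC proliferation signature and 0.01 for pan-endothelial markers.

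Markers of macrophages and of leukocytes in general were also lower as lists by camera. The macrophage markers (21 measured, median -0.19) fell as a list (camera adjusted p = 4.04e-04; 0.339 with an estimated correlation and 0.166 by fry), with 0 members past the threshold over all probe sets and 4 lower when adjusted over the list alone. These were Cybb (-1.06), Csf1r (-0.65), Fcer1g (-0.69) and Lgmn (-0.52), while Adgre1, the F4/80 antigen, differed by -0.17 (SE 0.21), and by 0.08 without PBS-liposome replicate 3. Other probe sets of Csf1r differed by -1.24 and -0.17, and those of Cybb by as little as -0.45. Adgre4, a macrophage gene of the F4/80 family outside the lists and named after its values had been seen, fell by 1.21 (adjusted p = 0.0331) and by 1.72 in its second probe set (adjusted p = 0.0312). Pan-leukocyte genes (12 measured, median -0.25) also fell (camera adjusted p = 5.97e-04; 0.383 with an estimated correlation and 0.242 by fry), with 0 members past the threshold over all probe sets and 2 lower over the list alone, Itgb2 (-0.61) and Ptprc (-0.58, with a dimmer probe set at -0.05). The median of the pan-leukocyte genes was -0.11 without PBS-liposome replicate 3 (adjusted p = 0.0491), -0.14 without clodronate-liposome replicate 3 and -0.40 without PBS-liposome replicate 1. Mean z-scores of the pan-leukocyte genes were -0.07, 0.13 and 1.38 in PBS-liposome replicates 1, 2 and 3, where those of GSP58 were 0.02, 0.16 and 0.73 and those of the type I interferon list 0.81, 0.85 and 0.95. Hybridization control probe sets read 11.91 and 11.94 in clodronate-liposome replicates 1 and 3, against 12.20 in replicate 2 and 12.11, 12.24 and 12.12 in the PBS-liposome arrays. Control probe sets for 18S ribosomal RNA read 13.01 and 13.00 in those 2 arrays, against 12.33 and 12.63, 12.39 and 12.56.

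Other cell types that the gate could hold gave no list past the threshold. Camera adjusted p was 0.657 for alveolar macrophage markers, 0.982 for neutrophil markers, 0.743 for lymphocyte markers, 0.376 for erythroid genes, 0.584 for epithelial markers, 0.982 for airway secretory genes, 0.0616 for platelet genes, 0.116 for fibroblast and mural markers and 0.105 for mesothelial markers. Planned settings changed 4 of these calls. Platelet genes passed, lower, without clodronate-liposome replicate 1 (adjusted p = 0.00127) or PBS-liposome replicate 2 (0.0263) and with array weights (0.0135). Fibroblast and mural markers passed, lower, without clodronate-liposome replicate 1 (0.0127) or PBS-liposome replicate 3 (0.0446). Mesothelial markers passed, higher, without clodronate-liposome replicate 1 (0.0428) or 2 (0.00477) and with array weights (0.00535, median 0.95). Clodronate-liposome replicate 3, which had the highest array weight (1.84), stood apart in the platelet and mesothelial lists. Mean z-scores in clodronate-liposome replicates 1, 2 and 3 were 0.70, -0.30 and -1.50 for platelet genes and -0.05, -0.75 and 1.76 for mesothelial markers. Without replicate 3 adjusted p was 0.591 and 0.833. Erythroid genes passed, lower, without the dimmer part of the array (adjusted p = 0.0484, median -0.59). In settings added after the data had been seen, fibroblast and mural markers passed, lower, with the hybridization controls as a covariate (adjusted p = 0.0213) and with clodronate-liposome replicate 2 as the only treated array (0.00708). Epcam, an epithelial surface marker, differed by -0.13 (SE 0.12), and by -0.22 to -0.03 with 1 array left out. Its other probe set differed by 0.0084. Pan-endothelial markers (20 measured) had a median of 0.01 while the test pointed lower (camera adjusted p = 0.982).

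Genes higher after clodronate-liposome treatment formed fewer groups. Slc40a1 rose by 1.96 (SE 0.12, 95% confidence interval 1.69 to 2.24), and its second probe set rose by 1.60. Gpnmb, a transmembrane glycoprotein of lysosome-rich cells, rose by 1.03 (9.72 ± 0.17 to 10.75 ± 0.15, adjusted p = 0.0304). The remaining 10 of the 12 largest increases were Nell1 (1.50), Gm8096 (1.36), Tmem178 (1.17), Tmem255a (1.07), 2610008E11Rik (0.94), the R-spondin receptor gene Lgr4 (0.93), the dystrophin gene Dmd (0.93), the large neutral amino acid transporter gene Slc7a5 (0.90), Fgfbp3 (0.89) and Lancl3 (0.87). Dimmer probe sets of Nell1, Gm8096 and Lgr4 differed by 0.06, -0.18 and -0.04, and those of Dmd by 0.54, 0.0031 and -0.08. Cholesterol synthesis genes rose as a list (13 measured, median 0.15, camera adjusted p = 0.0324; 0.510 with an estimated correlation), with 0 members past the threshold over all probe sets or over the list alone, and did not pass without PBS-liposome replicate 1, PBS-liposome replicate 3 or clodronate-liposome replicate 3 (adjusted p = 0.249, 0.118 and 0.120). They also did not pass without the dimmer part of the array (adjusted p = 0.0534), with the replicate number as a block (0.0729), with the most variable probe set per gene (0.101) or by fry (0.406). Their median was 0.23 without clodronate-liposome replicate 1 and 0.089 without clodronate-liposome replicate 2.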

Values the study reported

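The study defined GSP58 as 58 genes of secreted proteins with raised expression in lung ECs of mice with metastases. It reported that many of these genes, the 4 niche genes included, were repressed in ECs once macrophages had been depleted. For the 4 niche genes it also used qPCR of purified lung ECs. It reported their repression in a mouse mammary tumor model with an intact immune system as well. Inflammatory responses of the ECs were described as repressed, and genes of EC proliferation as not affected. Lung colonization by the cancer cells was described as reduced.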

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

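The counts over regrouped arrays and GSP58 without its myeloid part were planned. Also planned were, for the lists fixed beforehand, the main camera test, the estimated correlation, fry and leaving out each array in turn. All other tests in this part were chosen after the results had been seen, and for the tests of leukocyte RNA, of interferon-induced GSP58 members and of retained macrophages the values they measure had been seen as well.

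Among 64 control probe sets outside the comparison, 1 for the mouse B1 repeat element and 1 of 2 for the B2 repeat element read higher on all 3 clodronate-liposome arrays than on any PBS-liposome array, by 0.20 and 0.11 on the log2 scale. The other B2 probe set differed by 0.03, with overlapping groups. Altogether 2 of the 64 were higher and 2 lower in this way, where chance gives 3.2 each way. The 2 lower ones detect the 5' part of the Thr spike-in transcript, at -1.06 and -0.82. The mean of the Thr probe sets was 10.59 in PBS-liposome replicate 2, against 8.62 and 8.17 in the other PBS-liposome arrays and 8.01, 8.12 and 8.20 in the clodronate-liposome arrays.

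The type I interferon list had a median log2 difference of -1.24, and a lower interferon response of the ECs without macrophages is the explanation that the design names. Less RNA of macrophages and other leukocytes in the sorted cells, from which a CD45-negative and CD11b-negative gate excludes such cells, was tested on 17 macrophage and pan-leukocyte genes with a mean log2 signal over 8. Their median was -0.26 (SD 0.32, 15 negative), above that of the list, but this source remained open, because endothelial cells also express some of them, such as Mrc1 and Cd14, and because Adgre4, a macrophage gene outside the lists noticed after the results had been seen, fell by 1.21 and 1.72 in its 2 probe sets. With the hybridization controls as a covariate the list's median went from -1.24 (SD 0.52) to -1.12 (SD 0.50, camera adjusted p = 9.40e-37), which argues against a hybridization difference as the whole cause, while no single gene passed, the covariate taking up 1 degree of freedom and part of the group difference. The 3' minus 5' signal overlapped between the groups, at 0.34, 0.30 and 0.29 in PBS-liposome and 0.29, 0.31 and 0.37 in clodronate-liposome arrays. As a covariate it left the median at -1.31 (SD 0.55) and moved differences by an SD of only 0.043. These values argue against an RNA integrity difference that this measure detects as the source of the fall. Integrity differences that it does not detect remained open, and so did a difference in metastatic burden, which was not tested.

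GSP58 fell with a median of -0.34 (-0.20 without PBS-liposome replicate 3), a call lost with an estimated correlation (adjusted p = 0.297) and by fry (0.0856). Whether interferon-induced members carry the fall remained open: without those held by the 2 interferon lists camera's adjusted p was 1.94e-05 (median -0.24), but this left out only 2 of 53 members. Loss of leukocyte RNA remained open: without the myeloid part the median was -0.38 (adjusted p = 6.66e-09) against 0.02 in the myeloid part (-0.11 to 0.04 with 1 array left out), but the median mean signal of that part was 7.46, under the bound of 8 used above, and the leukocyte genes above had a median of similar size. Lower expression in the ECs without macrophages and a difference in metastatic burden could also give this fall, and neither was separated from it.

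Slc40a1 and Gpnmb rose by 1.96 and 1.03. RNA of macrophages loaded with lipid or iron that had escaped the gate was tested on 23 macrophage and lipid-loaded macrophage genes with a mean log2 signal over 8. Their median was -0.072 (SD 0.38, 8 positive), under the rise of Gpnmb. The 21 measured macrophage markers had a median of -0.19 (SD 0.33, 16 negative and 5 positive). These values argue against more macrophage RNA in general as the source. A small share of loaded macrophages remained open. Endothelial cells also express many of the 23 genes, such as Cd36, Lpl and Fabp4 (-0.67), which would hide such a share. Others went both ways, with Lgals3 at 0.45, Fabp5 at 0.42, Trem2 at -0.07 and Apoe at -0.07. An iron or oxidative stress response of the ECs was tested on 18 iron and NRF2 response genes, which had a median of 0.05 (limma's camera, 0.187 unadjusted and adjusted p = 0.280 over the 3 added lists). This p met the bound set beforehand against such a response, a p of at least 0.05. Members ranged from -0.35 (Tfrc) to 0.49 (Slc7a11). This range argues against a response that raised these genes as a set by as much as Gpnmb. A smaller response remained open, because a p that misses the threshold does not exclude it.

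Regrouping the 6 arrays into 3 against 3 gives 10 splits, too few for a share under 0.05. The real split gave 138 probe sets past the threshold, 107 lower and 31 higher, where the highest count in any other split was 0 in each case, so that 1 of 10 splits reached each count. The size of the median was 0.343 for GSP58 (highest other 0.221), 0.148 for the EC inflammation signature (0.105), 1.17 for the niche genes (0.745), 1.24 for the type I interferon list (0.511) and 0.482 for the interferon gamma and MHC class I list (0.197), each reached by 1 split. For the EC proliferation signature it was 0.0375 (0.150), reached by 9 splits.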

How the results depend on the processing

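The hybridization and 3' minus 5' covariates, clodronate-liposome replicate 2 as the only treated array and the removal of all interferon-list members were chosen after the data had been seen. A lone treated array is assumed to vary like the PBS-liposome group. The number of probe sets past the threshold (lower, higher) was 244 (178, 66) without the dimmer part of the array, 119 of them shared with the 138; fewer probe sets tested is part of that change. It was 248 (184, 64) with a trended and robust prior, 234 (170, 64) with array weights, 357 (240, 117) at unadjusted p under 0.05, adjusted p under 0.25 and a log2 difference over 0.75, and 77 (64, 13) with a log2 difference over 1. The hybridization covariate gave 0 (0, 0), the 3' minus 5' covariate 43 (32, 11), and clodronate-liposome replicate 2 alone 0 (0, 0). Leaving out 1 array gave 6 to 73 probe sets, 5 to 62 lower and 1 to 11 higher, with fewer samples in each fit. A second quantile normalization and median centring each gave 138 (107, 31), and averaging probe sets per gene gave 145 genes (114, 31), against 79 (63, 16) by their brightest probe set.

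With the replicate number as a block, limma gave 0 probe sets past the threshold (0 lower, 0 higher), with 5033 at unadjusted p under 0.05 and a smallest adjusted p of 0.0507. Residuals of arrays with the same number correlated at 0.075, 0.070 and 0.036, so the numbers were not taken to pair the samples, although each array correlated best with its own number.

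With an estimated correlation adjusted p was 0.297 for GSP58, 0.122 for the EC inflammation signature and 0.262 for the niche genes. By fry it was 0.0856, 0.00924 and 0.0518, so that the inflammation signature passed. The acute phase and STAT3 list (estimate -0.037) and venous genes (-0.016), under the preset 0.01, lost their camera call too. A high estimate is therefore not needed for the loss, whose cause was not tested further. Leaving out 1 array, adjusted p ranged from 5.06e-10 to 2.21e-04 for GSP58, 4.06e-09 to 1.87e-06 for the inflammation signature and 1.06e-05 to 1.14e-04 for the niche genes, all lower. GSP58 gave 6.66e-09 without its myeloid part and 3.26e-05 without inflammation members. The inflammation signature gave 6.94e-09 without its myeloid part, 2.20e-06 without type I interferon members and 6.13e-05 without members of both interferon lists. For the proliferation signature the range was 0.000283 to 0.833 with both directions, members outside the proteasome gave 0.0486 (higher) and clodronate-liposome replicate 2 alone 0.921 (reversed); the cause was not tested. Core cell cycle genes ranged from 1.68e-05 (reversed) to 0.759, and gave 0.0382 (higher) with the 3' minus 5' covariate.

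All 36 named genes past the threshold kept their sign in every setting. Between 4 and 18 of them passed with 1 array left out, 17 with the 3' minus 5' covariate and 0 with the hybridization covariate or the replicate block. Irf7, Oasl1, Cxcl10 and Slc40a1 passed whichever array was left out. Of 11 other lists past the threshold, 1 passed with an estimated correlation, 5 by fry, 7 without PBS-liposome replicate 1, 9 with the replicate block and 11 with the hybridization covariate. With clodronate-liposome replicate 2 alone the macrophage markers (0.157), the NF-kB and TNF list (0.115) and cholesterol synthesis genes (0.142) did not pass. Of 21 lists not past it, up to 4 passed with 1 array left out. Signal near the lower end of the arrays limits what dim markers can show.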

Other observations

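The 3 lists of amino acid response, iron and NRF2 response and lipid-loaded macrophage genes were chosen after the data had been seen; the lists in the first and second paragraphs were planned.

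Genes of glucose metabolism and hypoxia were lower after clodronate-liposome treatment (18 measured, median -0.17, or -0.30 without PBS-liposome replicate 1, camera adjusted p = 9.74e-06; 0.262 with an estimated correlation and 0.0856 by fry). None passed over all probe sets, and 5 were lower when adjusted over the list alone. These were the glucose transporter gene Slc2a1 (-0.87), the glycolytic regulator Pfkfb3 (-0.62), the lactate dehydrogenase gene Ldha (-0.43), Ankrd37 (-0.83) and the collagen prolyl hydroxylase gene P4ha1 (-0.43). Immediate early and dissociation stress genes were also lower (20 measured, median -0.19, camera adjusted p = 2.21e-05), with adjusted p = 0.262 when the correlation was estimated. Of these the stress-induced transcription factor Atf3 fell by 0.73 (adjusted p = 0.0454). Adjusted over the list alone 5 were lower, the others being the heat shock genes Hspa1b (-1.02) and Hspa1a (-0.84), Ier2 (-0.51) and Egr1 (-0.31). Lungs were digested with enzymes before sorting, per the study's methods. Whether a difference in handling between the groups contributed to this fall, or to those of the inflammatory lists, was not tested. Complement genes (9 measured, median -0.21, camera adjusted p = 0.0469; 0.339 with an estimated correlation) had 0 members past the threshold over all probe sets. Adjusted over the list alone Cfb (-0.76), Cd55 (-0.47) and C1ra (-0.45) were lower and Cfp (0.33) higher, while a dimmer probe set of Cd55 differed by 0.16. The complement list did not pass without PBS-liposome replicate 1 (adjusted p = 0.122) or clodronate-liposome replicate 2 (0.200), without the dimmer part of the array (0.0534), with array weights (0.0720), with probe sets averaged per gene (0.0759), with the most variable probe set per gene (0.0838) or by fry (0.166). Its median was -0.14 without the former and -0.40 without clodronate-liposome replicate 1. The leukocyte markers given in the report were lower as lists too. The hybridization and 18S control probe sets set clodronate-liposome replicates 1 and 3 apart, and these lists did not share that pattern. Mean z-scores in clodronate-liposome replicates 1, 2 and 3 were -0.83, -0.31 and -0.38 for glucose metabolism and hypoxia genes. They were -0.47, -0.81 and -0.20 for immediate early and dissociation stress genes and 0.01, -0.55 and -0.37 for complement genes.

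Lists of endothelial subtypes and vessel growth did not pass. Camera adjusted p was 0.476 for arterial genes, 0.982 for general capillary genes, 0.641 for aerocyte genes, 0.224 for lymphatic genes, 0.356 for tip cell genes, 0.356 for basement membrane and matrix genes and 0.406 for the 2 measured VEGF target genes. The median and the test differed in sign for general capillary genes (median -0.01) and aerocyte genes (median 0.03). Of 17 tip cell genes 10 had positive and 7 negative differences, none past the threshold. The 5 with the smallest p were Apln (0.40, SE 0.12), Angpt2 (0.44, SE 0.16), Trp53i11 (-0.42, SE 0.16), Esm1 (0.64, SE 0.25) and Cxcr4 (0.24, SE 0.12). In the matrix list Lama1 was lower over all probe sets, and adjusted over the list alone Vcan (-0.96) was lower and Col15a1 (0.65) higher, while 7 other probe sets of Vcan ranged from -0.86 to 0.06.

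Slc7a5 rose, and so did the neutral amino acid transporter gene Slc1a4 by 0.85 (adjusted p = 0.0377), named here after its values had been seen. A hypothesis is that the ECs had a stronger amino acid response after macrophage depletion. It was tested on 22 measured genes of that response, which rose as a list (camera p = 2.08e-04, adjusted p over the 3 added lists 6.25e-04; p = 0.0876 with an estimated correlation), with a median of 0.18. None passed over all probe sets, and adjusted over the list alone Mthfd2 (1.08), Psat1 (1.09) and Asns (0.77) were higher and Ddit4 (-0.64) lower. This is consistent with the hypothesis, which came from the same data. Lipid-loaded macrophage genes had a median of -0.03 (camera adjusted p = 0.776, pointing higher).

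Probe sets of Socs3, a feedback inhibitor of cytokine signaling chosen after its values had been seen, disagreed. One fell by 1.66 (adjusted p = 0.00636), another differed by -0.81 and the brightest by 0.26.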
